# SETD2 epidermal deficiency promotes cutaneous wound healing via activation of AKT/mTOR Signalling

**DOI:** 10.1111/cpr.13045

**Published:** 2021-05-05

**Authors:** Xiaoxue Li, Changwei Liu, Yiwen Zhu, Hanyu Rao, Min Liu, Liming Gui, Wenxin Feng, Huayuan Tang, Jin Xu, Wei‐Qiang Gao, Li Li

**Keywords:** AKT, cutaneous wound healing, histone modification, keratinocytes, mTOR Pathway, SETD2

## Abstract

**Objectives:**

Cutaneous wound healing is one of the major medical problems worldwide. Epigenetic modifiers have been identified as important players in skin development, homeostasis and wound repair. SET domain–containing 2 (SETD2) is the only known histone H3K36 tri‐methylase; however, its role in skin wound healing remains unclear.

**Materials and Methods:**

To elucidate the biological role of SETD2 in wound healing, conditional gene targeting was used to generate epidermis‐specific *Setd2*‐deficient mice. Wound‐healing experiments were performed on the backs of mice, and injured skin tissues were collected and analysed by haematoxylin and eosin (H&E) and immunohistochemical staining. In vitro, CCK8 and scratch wound‐healing assays were performed on *Setd2*‐knockdown and *Setd2*‐overexpression human immortalized keratinocyte cell line (HaCaT). In addition, RNA‐seq and H3K36me3 ChIP‐seq analyses were performed to identify the dysregulated genes modulated by SETD2. Finally, the results were validated in functional rescue experiments using AKT and mTOR inhibitors (MK2206 and rapamycin).

**Results:**

Epidermis‐specific *Setd2*‐deficient mice were successfully established, and SETD2 deficiency resulted in accelerated re‐epithelialization during cutaneous wound healing by promoting keratinocyte proliferation and migration. Furthermore, the loss of SETD2 enhanced the scratch closure and proliferation of keratinocytes in vitro. Mechanistically, the deletion of *Setd2* resulted in the activation of AKT/mTOR signalling pathway, while the pharmacological inhibition of AKT and mTOR with MK2206 and rapamycin, respectively, delayed wound closure.

**Conclusions:**

Our results showed that SETD2 loss promoted cutaneous wound healing *via* the activation of AKT/mTOR signalling.

## 1 INTRODUCTION

Mammalian skin is composed of the inner and outer epidermis, separated by a basement membrane.^1^ The skin is a natural physical and immune protective barrier that prevents not only the penetration of harmful microorganisms, but also dehydration.^2^, ^3^ Once the skin barrier is damaged, wound‐healing process begins immediately. Cutaneous wound healing is a complex and dynamic process that involves three phases: inflammation, re‐epithelialization and tissue remodelling.^4^, ^5^ Even though these three phases occur sequentially, they overlap, and the extracellular matrix (ECM), soluble growth factors and multiple cell types, such as immune cells, fibroblasts and keratinocytes (KCs), participate in these phases.^6^ Re‐epithelialization is the formation of new epithelium and covering of the wound surface, which requires the migration and proliferation of KCs.^7^

Epigenetic regulation controls the transcriptional activation or silencing of genes without changing the DNA sequence, governing the phenotypic plasticity of individual cells, organs or a whole organism.^8^ In the skin, epigenetic regulation mechanisms play an important role in its development, homeostasis and wound repair.^9^ Histone modification is a type of epigenetic regulation that affects the transcriptional activity of genes and is involved in normal physiological processes and diseases.^10^, ^11^ Several studies have reported that histone modification and related enzymes play an essential role in skin wound healing. For example, H3K27me3 demethylase JMJD3 interacts with NF‐κB, resulting in increased expression of inflammatory, matrix metalloproteinase and growth factor genes, while the inactivation of JMJD3 leads to delayed wound healing.^1^, ^12^ The hair follicle cells of mice lacking EZH1 and EZH2 histone H3K27 tri‐methylases have defective cell proliferation and wound healing, even though epidermis continues to hyperproliferate.^13^ Furthermore, the hypomethylation of histone H3 K4/9/27me3 is beneficial for the differentiation and growth of hair follicles (HFs) and promotes wound healing.^14^

SETD2 (SET domain‐containing protein 2) was first identified as the protein associated with Huntington's disease (HD).^15^ Currently, SETD2 is the only known H3K36 tri‐methylase; it interacts with RNA polymerase II to mediate transcriptional extension, resulting in changes in gene transcription levels.^16^, ^17^ As a tumour suppressor, SETD2 plays an important role in gene transcription regulation, DNA damage repair and alternative splicing.^18^, ^19^, ^20^, ^21^, ^22^ Recently, SETD2 has been extensively studied in various biological processes and diseases. Loss of SETD2 function has been investigated in several human tumours, including GI stromal tumours, renal cell carcinoma, pancreatic ductal adenocarcinoma (PDAC), prostate cancer, breast cancer, leukaemia and high‐grade gliomas.^23^, ^24^, ^25^, ^26^, ^27^, ^28^, ^29^ Moreover, the role of SETD2 in hematopoietic stem cell self‐renewal, sperm development, bone marrow mesenchymal stem cell differentiation, V(D)J recombination, maternal epigenome and embryonic development has been examined.^30^, ^31^, ^32^, ^33^, ^34^ In addition, four non‐histone substrates of SETD2: α‐tubulin, STAT1, EZH2 and actin were discovered.^23^, ^35^, ^36^, ^37^ However, the role of SETD2, an important histone‐modifying enzyme, in skin wound healing is still not understood.

In this study, to investigate the role of SETD2 in skin wound healing, we generated epidermis‐specific *Setd2*‐knockout mice and showed that SETD2 deficiency promoted cutaneous wound healing through the activation of AKT/mTOR pathway.

## 2 MATERIALS AND METHODS

### 2.1 Mice

*Setd2^fl/fl^* mice were generated by Shanghai Biomodel Organism Co. using conventional homologous recombination in embryonic stem (ES) cells as previously described.^19^, ^29^ Tg‐CK5CreERT2; R26R‐CAG‐lsl‐Tomato mice were purchased from the Jackson Laboratory. *Setd2^‐KO^* mice were generated by crossing *Setd2*‐floxed mice with K5CreERT2 mice, and tamoxifen was intraperitoneally injected at 100 mg kg^−1^ body weight. All mice were maintained in a specific‐pathogen‐free (SPF) facility, and all experimental procedures were approved by the Animal Ethics Committee of School of Biomedical Engineering & Med‐X Research Institute, Shanghai Jiao Tong University. Primers used for genotyping are listed in Table S1.

### 2.2 In vivo wound‐healing experiments

Mice (8 to 10‐week‐old littermates) were anaesthetized by intraperitoneal injection of tribromoethanol, and their backs were shaved. Four 4‐mm full‐thickness cutaneous biopsy punch wounds were made on the back of each mouse. The entry wounds were photographed on days 0, 1, 3, 5, 7 and 9. The wound areas were measured using ImageJ software. Mice were euthanized 1, 3 and 5 days after wounding by carbon dioxide inhalation, the wounds were excised, fixed overnight at 4°C with 4% paraformaldehyde and then embedded in paraffin.

### 2.3 Isolation of primary mouse keratinocytes

Primary mouse keratinocytes were isolated from the skin as previously described.^38^, ^39^ Briefly, the skin of 10‐week‐old mice was treated with dispase II (Gibco,17105‐041) overnight at 4°C. The epidermis was separated and digested for 10 min at 37°C with 0.25% trypsin/EDTA (Gibco, 25200‐072) and strained through a 70‐μm filter. The supernatants were centrifuged, and cells were collected.

### 2.4 Cell culture

Human immortalized HaCaT keratinocyte cell line^40^ was cultured in DMEM supplemented with 10% foetal bovine serum (FBS) and 1% penicillin‐streptomycin at 37°C in a humidified 5% CO_2_ atmosphere.

### 2.5 Histology, H&E staining and immunohistochemistry (IHC)

Tissues were fixed in 4% paraformaldehyde overnight at 4°C, dehydrated and embedded in paraffin. Sections (5 μm) were cut and stained with haematoxylin and eosin (H&E). For IHC staining, sections were deparaffinized, rehydrated, subjected to antigen retrieval in citrate buffer, and endogenous peroxidases were quenched with 3% H_2_O_2_. Blocking was performed with 5% BSA for 1 hour at room temperature. Next, the samples were incubated with primary antibodies for 12‐16 hours at 4°C. The primary antibodies used were anti‐Ki67 (Abcam, ab15580) and anti‐K5 (Abcam, ab52635). After three washes in PBS, the sections were incubated with an HRP‐conjugated secondary antibody for 1 hour at room temperature and then counterstained with haematoxylin. Images were acquired using a Leica microscope, and staining intensities were calculated using ImageJ software. The antibodies used for staining are listed in Table S2.

### 2.6 Immunofluorescence

Skin samples were fixed in 4% paraformaldehyde for 30 minutes at 4°C, transferred to 30% sucrose overnight and then embedded in OCT. Sections (7 μm) were cut, permeabilized with Triton X‐100 and blocked with 5% BSA. Next, the sections were incubated with primary antibodies (anti‐SETD2 (LS‐C332416), anti‐p‐AKT (CST, #4060) and anti‐p‐mTOR (CST, #5536)) at 4°C for 12‐16 hours, followed by the incubation with the secondary antibodies at 37°C for 1 hour. Nuclei were counterstained with DAPI. All antibodies used for immunofluorescence are listed in Table S2.

### 2.7 Scratch wound‐healing assay

HaCaT cells were plated at 1 × 10^5^ cells/well in triplicate in 6‐well plates. Scratch assays were performed using completely confluent HaCaT cells. Scratches were generated using a 200 μL plastic pipette tip. Suspended cells were washed off, and the remaining cells were cultured in the medium without FBS to inhibit cell proliferation. Images were acquired immediately after scratches were generated, as well as 12 hours and 24 hours after scratching. The plates were washed with PBS before imaging to reduce the number of dead cells in the field of view.

### 2.8 RNA isolation and quantitative RT‐PCR

Total RNA was extracted from cultured cells or tissues using an RNA extraction kit (BioTeke) following the manufacturer's protocol. RNA was reverse transcribed using an RT reagent kit (Takara). The cDNA was subsequently subjected to TB Green‐based real‐time PCR analysis. GAPDH was used to normalize the results, and the data were presented as the mean ± SD. The *P*‐value was calculated using Student's *t* test. The primers used for the qPCR analysis are listed in Table S1.

### 2.9 Western blot analysis and antibodies

Cell and tissue samples were lysed in RIPA buffer (Beyotime, P0013B) supplemented with protease and phosphatase inhibitors (MCE). Protein concentrations were measured using the BCA Protein Assay (Thermo Fisher Scientific). Proteins were separated using 6% and 10% SDS‐PAGE gels and then transferred to polyvinylidene fluoride (PVDF) membranes or nitrocellulose membranes (Millipore). The membranes were blocked with 5% skim milk in TBST for 1.5 hours at room temperature and subsequently incubated with primary antibodies overnight at 4°C, followed by incubation with secondary antibodies for 1 hours. The primary antibodies used in this study were as follows: anti‐SETD2 (LS‐C332416), anti‐H3K36me3 (Abcam, ab9050), anti‐H3 (Abcam, ab10799), anti‐AKT (CST, #2920), anti‐mTOR (CST, #2983), anti‐p‐AKT (CST, #4060), anti‐p‐mTOR (CST, #5536) and anti‐GAPDH (CST, #5174). The antibodies used for Western blotting are listed in Table S2.

### 2.10 Plasmids, transfections and lentiviruses

Human *Setd2* cDNA was generated by polymerase chain reaction and cloned into the pCMV6‐Entry vector with an HA‐tag. HaCaT cells were transfected with EZ transfection reagent according to the manufacturer's instructions. Cell lines transiently expressing exogenous *Setd2* were obtained 24‐48 hours after transfection. shRNA sequences for *Setd2* (sh‐*Setd2*) were cloned into the lentiviral vector pLV‐H1‐SGIPZ. Lentiviral packaging plasmids PSPAX2 and pMD2.G were co‐transfected with the sh‐*Setd2* plasmid into 293T cells for virus production. Virus‐infected cells were selected using 1.5 µg/mL puromycin for 2 weeks to generate stable transfections. sh‐*Setd2* sequences were as follows: 5'‐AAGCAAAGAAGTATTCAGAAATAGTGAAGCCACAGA.

TGTATTTCTGAATACTTCTTTGCTT‐3'.

### 2.11 AKT/mTOR inhibition experiments

*Setd2*‐knockdown HaCaT cells were treated with MK2206 (MCE, HY10358) and rapamycin (MCE, HY‐10219) at concentrations of 10 μmol/L and 50 nmol/L, respectively. In vivo inhibition of AKT and mTOR signalling by MK2206 and rapamycin, respectively, was performed as previously described.^41^, ^42^, ^43^ Rapamycin was injected intraperitoneally (i.p.) at 1 mg/kg every other day. MK2206 was administered via oral gavage at 100 mg/kg per day, three times a week. Rapamycin or MK2206 treatments were initiated 7 days before the wounding experiment.

### 2.12 RNA‐seq and analyses

Skin tissue mRNA was obtained from 12‐week‐old *Setd2^‐KO^* and *Setd2^fl/fl^* mice. Differential gene expression was analysed using DESeq2 package. The list of significance was determined by setting a false discovery rate (FDR) threshold at a <0.05, and |log2FC| > 0.585. All differentially expressed genes were subsequently analysed using GO and pathway analyses.

### 2.13 ChIP‐Seq and analyses

Mouse primary keratinocytes (>1 × 10^7^) were crosslinked with 1% formaldehyde for 5 minutes at room temperature and quenched with 0.125 mol/L glycine. The fragmented chromatin fragments were pre‐cleared and then immunoprecipitated with protein A + G magnetic beads coupled to the anti‐H3K36me3 (ab9050) antibody. After reverse crosslinking, ChIP and input DNA fragments were end‐repaired and A‐tailed using the NEBNext End Repair/dA‐Tailing Module (E7442, NEB) followed by adaptor ligation with the NEBNext Ultra Ligation Module (E7445, NEB). The DNA libraries were amplified for 15 cycles and sequenced using Illumina NextSeq 500 with single‐end 1 × 75 as the sequencing mode. Raw reads were filtered to obtain high‐quality clean reads by removing sequencing adapters, short reads (length <50 bp) and low‐quality reads using Cutadapt (v1.9.1) and Trimmomatic23 (v0.35). Next, FastQC was used to ensure high reads quality. The clean reads were mapped to the mouse genome (assembly GRCm38) using the Bowtie2 (v2.2.6) software. Peak detection was performed using the MACS (v2.1.1) peak finding algorithm with .01 set as *P*‐value cut‐off. Annotation of peak sites to gene features was performed using the ChIPseeker R package.

### 2.14 Statistical analysis

All experiments were repeated at least three times. Unless otherwise indicated, data were presented as the mean ± SD and analysed for statistical significance by two‐way ANOVA or Student's *t* test using GraphPad Prism 8.0.2 software. Statistical significance was set at *P* < .05. *P < .05, **P < .01, ***P < .001 and ****P < .0001.

## 3 RESULTS

### 3.1 Generation of epidermis‐specific *Setd2*‐deficient mice

To determine whether SETD2 plays a role in re‐epithelialization after injury, we analysed microarray data obtained from the NCBI GEO Datasets GSE30355.^44^ The results showed a decrease in *Setd2* in injured KCs compared to normal KCs (Figure 1A). RT‐qPCR analysis also showed decreased expression of *Setd2* in the full‐thickness wound tissues of wild‐type (WT) mice after injury (Figure 1B). These results suggested that SETD2 played a role in skin wound repair. To further elucidate the role of SETD2 in skin wound healing, we crossed *Setd2*‐flox (*Setd2^fl/fl^*) mice with K5CreERT2 mice to obtain the epidermis‐specific *Setd2* knockout (*Setd2^‐KO^*) mice (Figure 1C).^40^, ^44^ In this system, Cre expression is driven by the K5 promoter, which directs gene expression in the basal cells of the skin, cells believed to be the stem cells of the skin. The immunofluorescence results showed that keratin 5 was mainly expressed in the epidermis and hair follicles; SETD2‐positive cells were also observed in the epidermis and hair follicles (Figure 1D). Furthermore, there was colocalization between SETD2 and keratin 5. Therefore, in our model system, *Setd2* was deleted in K5‐positive cells. We confirmed that the expression levels of SETD2 and H3K36me3 were significantly decreased in *Setd2^‐KO^* mice by RT‐qPCR, Western blotting and immunofluorescent (IF) staining (Figure 1E‐G). *Setd2^‐KO^* mice had no visible skin abnormalities during the growth process until 10 months of age compared to control (*Setd2^fl/fl^*) mice (data not shown).

**FIGURE 1:**
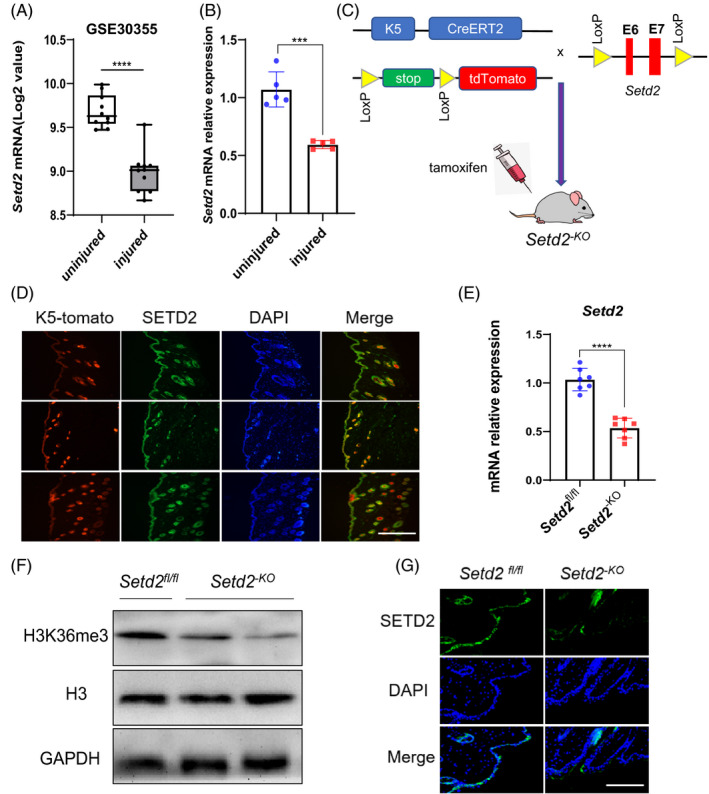
The expression of *Setd2* in KCs and the generation of epidermis‐specific *Setd2*‐deficient mice. A, Box plot of *Setd2* expression levels in normal and injured KCs (using dataset GSE30355; n = 10). B, RT‐qPCR analysis of the *Setd2* mRNA expression in injured and uninjured skin tissues of wild‐type mice (n = 5). C, Schematic representation of generating the *Setd2^‐KO^* mouse model. D, Colocalization of SETD2 (green) and CK5‐Tomato (red) was visualized on frozen skin sections from CK5CreERT2; Tomato adult mice induced by tamoxifen. The nuclei were stained with DAPI (blue). Scale bars: 200 μm. E, RT‐qPCR analysis of *Setd2* mRNA in control and *Setd2^‐KO^* mice (n = 7). F, Western blot analysis of H3K36me3 protein levels. Representative blots are shown. G, Representative immunofluorescence images showing protein expression of SETD2 in *Setd2^‐KO^* and *Setd2^fl/fl^* mice. Scale bars: 200 μm. Data are presented as the mean ± SD; statistical significance was determined using a two‐tailed Student's *t* test, ****P < .0001

### 3.2 *Setd2* deficiency promotes cutaneous wound healing and thickens the wound epithelium in mice

Next, we investigated the effect of SETD2 deletion on cutaneous wound healing. Skin punch biopsies were obtained from *Setd2^‐KO^* and age‐matched *Setd2^fl/fl^* (control) mice to assess the wound‐healing process every 2 days for up to 9 days. Three days after wounding, the wound areas in *Setd2^‐KO^* mice were significantly reduced compared to *Setd2^fl/fl^* mice as measured by image analysis, suggesting accelerated wound healing in *Setd2^‐KO^* mice (Figure 2A). Furthermore, the differences in the wound area between *Setd2^‐KO^* and *Setd2^fl/fl^* mice were statistically significant on days 3 and 5 after wounding (Figure 2B). Increased thickness of the wound epithelium (WE) contributed to the re‐epithelialization process. The H&E staining of injured tissues showed that the thickness of WE was significantly increased in *Setd2^‐KO^* mice compared to control mice (Figure 2C,D). These results indicate that the absence of *Setd2* accelerates skin wound healing in mice.

**FIGURE 2:**
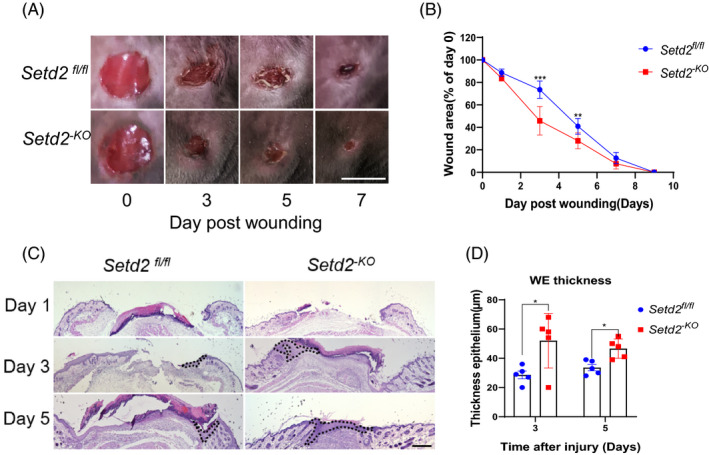
Wound closure is accelerated in the skin of *Setd2^‐KO^* mice. A, Appearance of wound areas of *Setd2^‐KO^* and *Setd2^fl/fl^* mice on days 0, 3, 5 and 7 post‐wounding. Scale bars: 4 mm. B, Quantification of the wound areas. Data are presented as percent wound area at each time point relative to the original wound area in *Setd2^‐KO^* and *Setd2^fl/fl^* mice, n = 8 wounds/group. The analysis was performed using ImageJ software. C, H&E staining of wounds in *Setd2^fl/fl^* and *Setd2^‐KO^* mice at the specified time points after injury. The wound epithelium is depicted by a dotted line. Scale bars: 500 μm. D, Thickness of the wound epidermis in *Setd2^fl/fl^* and *Setd2^‐KO^* mice, n = 5 wounds/groups. Quantification of the thickness was performed using ImageJ software. Data are presented as the mean ± SD; statistical significance was determined using a two‐tailed Student's *t* test, *P < .05, **P < .01 and ***P < .001

### 3.3 **Accelerated wound closure in** *Setd2^‐KO^* **mice is associated with enhanced keratinocytes proliferation and migration**

Since KC proliferation and migration are involved in the re‐epithelialization process, the process essential for wound healing, ^45^, ^46^, ^47^ and SETD2 is primarily expressed in skin KCs, we further hypothesized that accelerated wound healing is caused by the increased proliferation and migration of these cells. To test this hypothesis, we evaluated the differences in the migration rate of KCs from *Setd2^‐KO^* and *Setd2^fl/fl^* mice by K5 immunostaining. KCs migrated from the edge to the centre of the wound in both *Setd2^fl/fl^* and *Setd2^‐KO^* mice. However, re‐epithelialization occurred significantly faster in *Setd2^‐KO^* mice compared to control mice (Figure 3A). As shown in Figure 3B, the distance between the migration edge in *Setd2^‐KO^* KCs was significantly shorter than in controls. Next, to determine whether accelerated wound closure was due to increased cell proliferation, we used Ki67 (a marker of proliferation) immunohistochemical staining and counted the number of Ki67‐positive KCs in wound areas on different days. The results demonstrated that cell proliferation was significantly enhanced on days 3 and 5 after injury (Figure 3C,D). These results confirmed that *Setd2* deletion accelerated the proliferation and migration of KCs in vivo.

**FIGURE 3:**
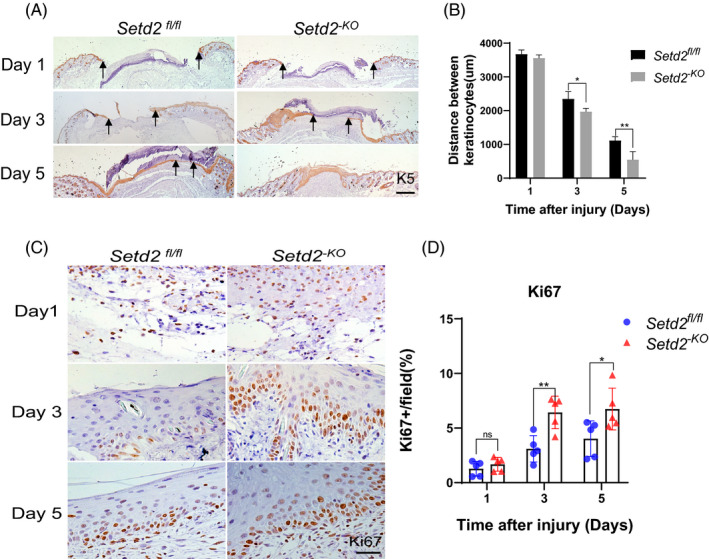
*Setd2* deficiency leads to accelerated KC proliferation and migration during wound healing A, K5 staining (brown) of wounds in *Setd2^fl/fl^* and *Setd2^‐KO^* mice at the specified time points after injury. Arrows indicate the edges of migrated KCs. Scale bars: 500 μm. B, Quantification of the distance between the KCs in the wounds of *Setd2^fl/fl^* and *Setd2^‐KO^* mice; n = 5 wounds/group. C, Immunohistochemical staining using anti‐Ki67 antibody performed on *Setd2^fl/fl^* and *Setd2^‐KO^* wound sections collected on days 1, 3 and 5. Representative images. Scale bars: 50 μm. D, Quantification of Ki67‐positive KCs; data are presented as the percentage of total KC number; n = 5 wounds/group. Data are presented as the mean ± SD; and statistical significance was determined using a two‐tailed Student's *t* test; n.s, no significance, *P < .05, **P < .01 and ***P < .001

### 3.4 Loss of *Setd2* promotes scratch closure and proliferation of KCs in vitro

To further analyse the effects of SETD2 loss on KC proliferation and migration in vitro, we performed CCK8 and scratch wound‐healing assays on control and *Setd2*‐knockdown HaCaT cells. First, we confirmed that the expression level of SETD2 was significantly decreased after transfecting HaCaT cells with the sh‐*Setd2* plasmid (Figure 4A). As shown by CCK8 assays, *Setd2*‐knockdown promoted cell proliferation (Figure 4B). Scratch assays demonstrated that *Setd2*‐knockdown in HaCaT cells resulted in increased cell migration (Figure 4C,D). Closure of the wound gaps was almost completed by 12 hours and fully achieved by 24 hours in *Setd2*‐knockdown HaCaT cells. This process was significantly delayed in control cells. As expected, *Setd2* overexpression inhibited the proliferation and migration of HaCaT cells (Figure 4E‐H). Therefore, our results further confirmed that *Setd2*‐knockdown accelerated KC proliferation and migration in vitro.

**FIGURE 4:**
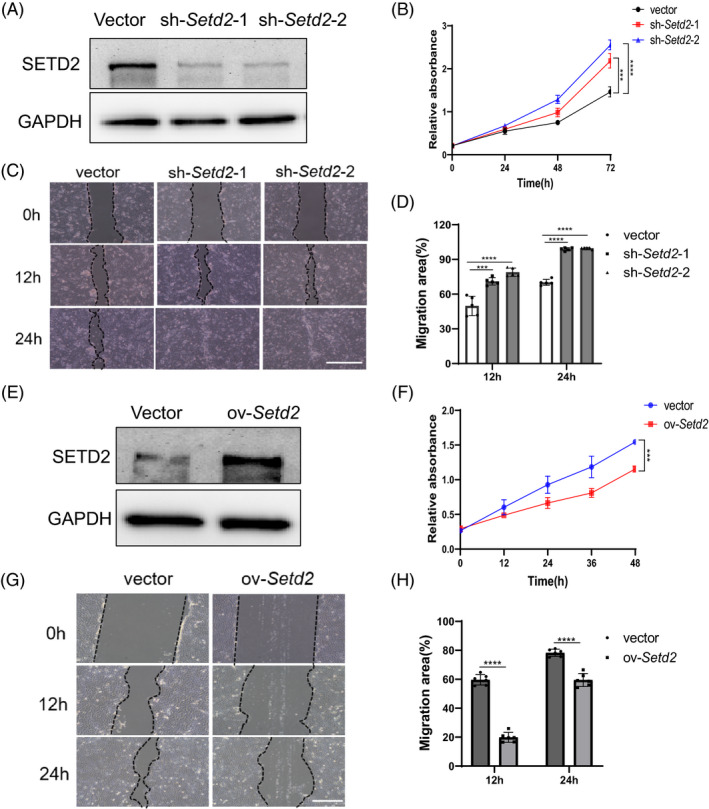
*Setd2* expression levels affect the proliferation and migration of HaCaT cells in vitro. A, Western blot analysis of SETD2 expression in the *Setd2*‐knockdown HaCaT cells transfected either with empty vector or sh‐*Setd2* plasmids. Representative blots are shown. B, CCK8 assay of HaCaT cells transfected either with empty vector or sh‐*Setd2* plasmids. C, Scratch assay of HaCaT cells transfected either with empty vector or sh‐*Setd2* plasmids. The gap closure was significantly accelerated at 12 h and completely closed at 24 h in *Setd2*‐knockdown KCs. Scale bars: 200 μm. D, Quantification of migration area at 12 h and 24 h; n = 5/group. E, Western blot analysis of SETD2 expression in the *Setd2*‐overexpressing HaCaT cells. Representative blots are shown. F, CCK8 assay of HaCaT cells transfected either with empty vector or HA‐*Setd2* plasmids. G, Cell migration ability of *Setd2*‐overexpressing cells compared to the control cells. Scale bars: 100 μm. H, Quantification of migration area; n = 6/group. Data are presented as the mean ± SD; statistical significance was determined using a two‐tailed Student's *t* test and two‐way ANOVA; n.s, no significance, ***P < .001 and ****P < .0001.

### 3.5 *Setd2*‐deficient skin displays hyperactive AKT/mTOR Signalling

To understand how SETD2 loss enhances wound healing, we carried out a transcriptomic analysis using skin tissues derived from *Setd2^‐KO^* and control mice at the unwound (day 0) time point to identify early driving events. Clustering analysis showed that the global transcriptome changed dramatically in *Setd2^‐KO^* mice compared to control mice (Figure 5A). Gene ontology (GO) term analysis indicated that SETD2 loss significantly enriched the genes associated with wound healing, including cell differentiation, cell adhesion, inflammatory response, plasma membrane repair and angiogenesis (Figure 5B,C). The GO data were consistent with our phenotypic observations. To elucidate the SETD2‐mediated signalling pathway, we performed gene set enrichment analysis (GSEA). Our results showed that genes related to the PI3K/AKT pathway were significantly enriched in *Setd2^‐KO^* mice (Figure 5D). The mRNA expression levels of these genes were validated using RT‐qPCR (Figure 5E). Furthermore, IF staining showed that the protein expression levels of p‐AKT and p‐mTOR were enhanced in WE areas on days 1 and 3 after injury in *Setd2^‐KO^* mice (Figure 5F). These data suggested that SETD2 deficiency resulted in the activation of AKT/mTOR signalling.

**FIGURE 5:**
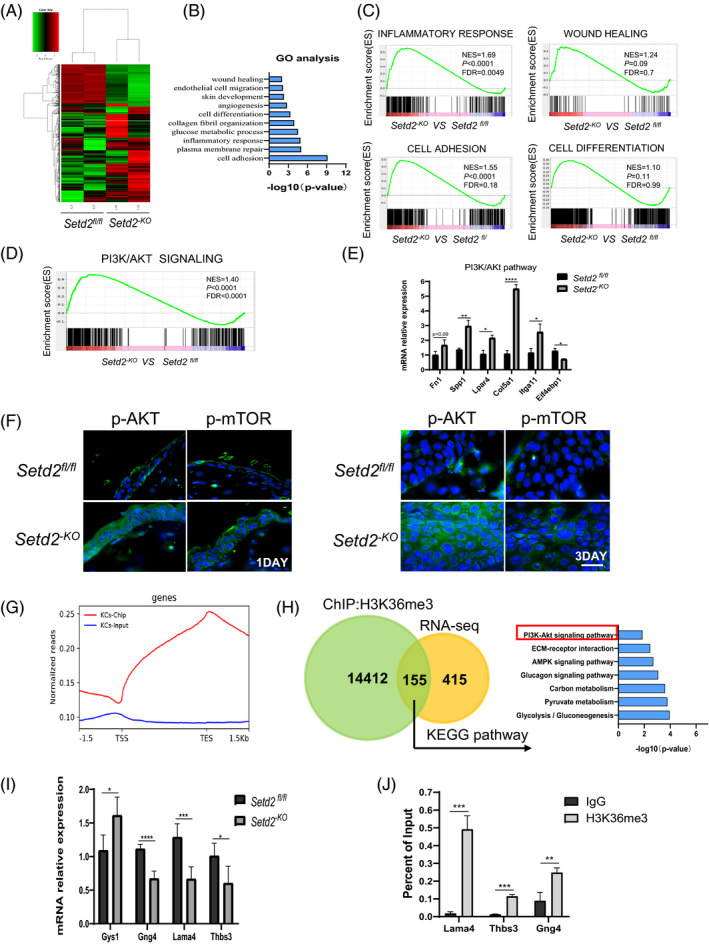
*Setd2*‐deficient skin displays hyperactive AKT/mTOR Signalling A, Heat map of differentially expressed genes in age‐matched *Setd2^fl/fl^* and *Setd2^‐KO^* mice. B, GO term analysis demonstrating upregulated biological processes in age‐matched *Setd2^fl/fl^* and *Setd2^‐KO^* mice. C, GSEA enrichment plots of differentially expressed genes associated with SETD2 deletion. D, GSEA enrichment plots of differentially expressed genes that belong to PI3K/AKT signalling pathway and associated with SETD2 deletion. E, RT‐qPCR analysis of genes related to PI3K/AKT/mTOR signalling. F, Immunofluorescent staining of *Setd2^fl/fl^* and *Setd2^‐KO^* wound sections using anti‐p‐AKT and anti‐p‐mTOR (green) antibodies on days 1 and 3 post‐wounding. Representative images are showing the wound epithelium areas. Nuclei are stained with DAPI (blue). Scale bars: 50 μm. G, Normalized read density of H3K36me3 ChIP‐seq and input signals of primary KCs from *Setd2^fl/fl^* mice, from 1.5 kb upstream of the TSS to 1.5 kb downstream of the TES. H, Venn diagram illustrating H3K36me3 peaks in *Setd2^fl/fl^* primary KCs and the overlap with total differential expression genes determined by RNA sequencing. Right panel shows the KEGG analysis of the overlapping genes. I, RT‐qPCR analysis of PI3K/AKT related gene expression in *Setd2^fl/fl^* and *Setd2^‐KO^* mice as indicated. J, ChIP‐qPCR analysis of H3K36me3 binding for *Gng4*, *Lama4* and *Thbs3* loci in primary KCs from *Setd2^fl/fl^* mice; IgG was used as the control. Data are presented as the mean ± SD; statistical significance was determined using a two‐tailed Student's *t* test; *P < .05, **P < .01, ***P < .001 and ****P < .0001

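H3K36me3, the mark that SETD2 places on histone H3 along the bodies of transcribed genes, was mapped in primary KCs from 10-week-old *Setd2 fl/fl* mice, the floxed control animals in which *Setd2* is intact. The epidermis was split from the dermis with dispase and the KCs were released with trypsin. 1 ChIP library with the H3K36me3 antibody and 1 input library were sequenced, so there were no replicates and no test between samples. Chromatin was fixed with 1% formaldehyde, for 5 min in the paper and for 10 min in the sample labels, and the libraries went through 15 PCR cycles before single-end reads of 75 nt were taken. The authors trimmed the reads with Cutadapt 1.9.1 and Trimmomatic 0.35, aligned them to GRCm38 with Bowtie2 2.2.6, called peaks with MACS 2.1.1 at a P-value cut-off of 0.01 and gave each peak a gene with ChIPseeker. The table of annotated peaks from the ChIP library is the source of all values given here for H3K36me3; the input library was not analysed here, and the sequencing depth of either library is not given in the sources used here. The fold enrichment, −log10 P and −log10 q of each peak are the authors' own values.
Most H3K36me3 peaks in the KCs were low, and a small share of wide peaks held much of the marked DNA. The median width was 1614 bp (lower and upper quartile 718 and 4282 bp), and the widest peak spanned 104767 bp. 4585 peaks (10.1%) were wider than 10000 bp and held 49.0% of all bases in peaks. Fold enrichment ran from 2.17 to 6.97 with a median of 2.90, and 27357 peaks (60.0%) lay under a fold enrichment of 3. The smallest −log10 P was 2.76 and the smallest −log10 q was 1.31. Every peak had a q below 0.05, while none had a −log10 P between 2.76 and the stated cut-off at a P of 0.01. A gene without a peak is therefore one at which no region passed the threshold of the list, and H3K36me3 below that threshold stays open.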

Since SETD2 mainly regulates the expression of downstream genes through H3K36me3, we performed chromatin immunoprecipitation experiments followed by next‐generation sequencing (ChIP‐seq) assays using a H3K36me3‐specific antibody in primary KCs isolated from *Setd2^fl/fl^* mice. 

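H3K36me3 in the KCs covered the bodies of genes and grew denser from the TSS towards the TES. 43120 peaks (94.6%, exact binomial 95% interval 94.4 to 94.8%) overlapped the body of a protein-coding gene, against 43.2 to 44.4% in 100 shuffles that placed the same peaks at random on their chromosomes. Among genes of at least 20000 bp, the most fully covered were *Trim29* (98.7%), *Dsp*, which encodes the desmosomal protein desmoplakin (98.6%), and *Atp2a2*, which encodes a calcium pump of the endoplasmic reticulum (97.6%); *Rbm39*, which encodes a splicing factor, was covered over 97.2%. Of shorter genes, *Krt10*, a keratin of suprabasal KCs, was covered over 98.4% of its body. *Setd2* itself carried 7 peaks over 73.9% of its body.
The share of bases in peaks was lowest at the TSS. Among 10299 protein-coding genes of at least 5000 bp with a peak on the body, it averaged 3.73% in the first of 20 equal bins of the gene body, 49.4% in the 10th and 64.7% in the 19th, and was still 38.4% in the last of 3 bins of the 1.5 kb after the TES. In the 1.5 kb before the TSS it did not exceed 3.89%. More peak bases lay downstream of the midpoint of the gene body than upstream of it in 8859 genes and fewer in 1432 genes. That is 86.1% in favour of the 3′ side (exact binomial 95% interval 85.4 to 86.7%). The share fell with gene length from 90.6% at 5000 to 20000 bp to 79.0% in the longest genes. Counted by peak midpoints instead of bases, the share was 72.6%, so it depends on the measure by more than the interval shows.
By the authors' annotation, 18303 peaks (40.2%) lay at promoters, 14954 (32.8%) in introns, 6037 (13.2%) in exons, 4244 (9.31%) in 3′ UTRs, 636 (1.40%) in 5′ UTRs, 341 (0.748%) downstream of a gene and 1060 (2.33%, exact binomial 95% interval 2.19 to 2.47%) in distal intergenic DNA, where 41.5% of shuffled peaks fell. Base for base, peaks held 5.64 times as much 3′ UTR, 4.48 times as much exon, 3.51 times as much 5′ UTR, 2.26 times as much promoter and 1.53 times as much intron as the genome, and 0.0159 times as much distal intergenic DNA. The promoter class takes any peak within 3000 bp of the TSS of any transcript, including transcripts that start inside a gene, and a peak counts in it before any other class. With each peak weighted by its width, 64.9% fell in the promoter class, whereas 0.847% of peaks lay upstream of, and not on, the annotated gene bodies. The intervals are counting error within 1 library, and genes are not replicates.

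**Figure D1:**
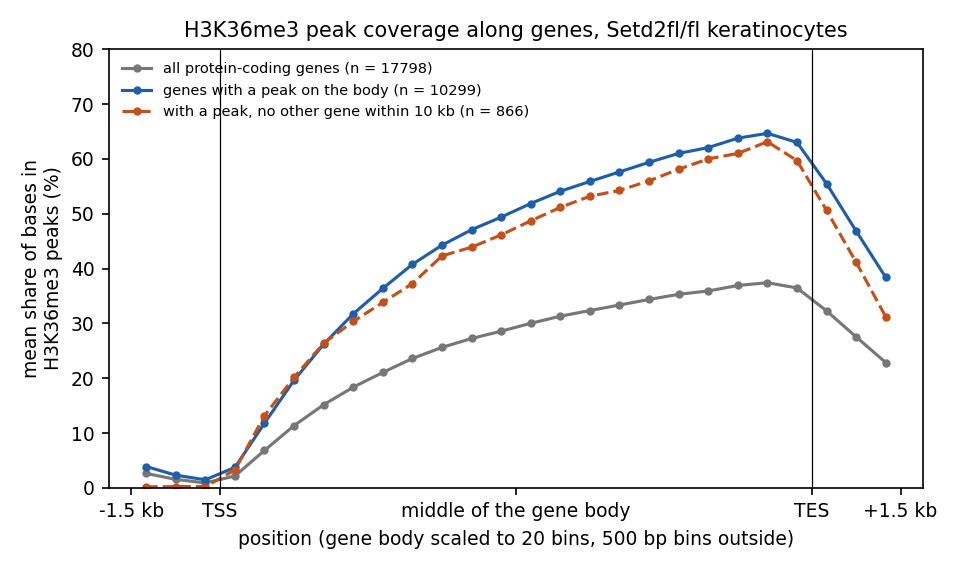
H3K36me3 peaks along gene bodies in primary KCs from *Setd2 fl/fl* mice. The lines give the mean percent of bases in peaks over 20 bins of the gene body and 1.5 kb on either side, for protein-coding genes of at least 5000 bp.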

H3K36me3 peaks were enriched around the transcription area (Figure 5G). A total of 45 584 H3K36me3 peaks (on 14 567 genes) were identified. 

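The H3K36me3 peak with the highest fold enrichment in the KCs (6.97) lay on *Zfp36*, which encodes a protein that destabilises mRNAs of inflammatory genes, although the annotation gave it to *Gm44710*, an antisense gene that starts inside it. Peaks on *Nfkbia*, the inhibitor of NF-κB, and *Atf4*, a transcription factor of the stress response, reached 6.78 and 6.67, and those on *Plec*, which encodes a protein that ties keratin filaments to hemidesmosomes, and *Sgk1*, a kinase of the same family as AKT, reached 6.36 and 6.08. *Actg1*, a cytoplasmic actin gene, reached 5.47 and *Gapdh* 4.21. Long genes held many separate peaks, with 69 on *Vps13b*, 68 on *Tenm4* and 49 on *Foxp1*; the 153 on *Fgfr2* lay along a gene model of 2960900 bp in GENCODE vM21, which takes in neighbouring genes.
The peak table holds 45575 peaks analysed here, which cover 180594985 bp or 6.82% of the sequenced bases of GRCm38. The authors' annotation gave them to 14570 gene IDs. Of these genes, 9956 are protein-coding, 45.4% of the 21938 protein-coding genes in GENCODE vM21, and 4614 (31.7%) are not: 1013 are processed pseudogenes, 801 antisense genes, 472 lincRNA genes and 441 miRNA genes. By overlap with the gene body instead, 11268 protein-coding genes (51.4%) carried a peak, over a median of 46.4% of the body, and 5222 (23.8%) were covered over at least 50% of it. Both counts rest on the threshold for a peak: 5845 peaks on 4887 genes had a P below 1e-05, and 18218 peaks had a fold enrichment of at least 3. With at least 2 peaks asked of each gene, 8511 genes were counted.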

To correlate chromatin binding with transcriptional regulation, we integrated ChIP‐seq data with RNA‐Seq data. The results indicated that 155 misregulated genes showed direct H3K36me3 occupancy. 

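In these cells, markers of basal KCs and ubiquitously expressed genes were both occupied by H3K36me3 more often than random lists of their length. 16 of 18 listed markers of basal KCs (88.9%) were assigned a peak, against a mean of 51.6% in 10000 random lists of the same size and gene lengths (percentile 99.97), and peaks spanned 96.0% of *Krt5*, 94.2% of *Col17a1* and 89.9% of *Krt14*. Of 30 listed markers of differentiated KCs, 19 were assigned a peak (random lists 40.0%, percentile 99.7; 16.7% of the list at a P below 1e-05), among them the desmosomal cadherin gene *Dsg1a* (91.7% of the body covered); *Flg*, *Flg2* and *Hrnr*, genes of the granular layer, had none. The hair follicle markers stood at 12 of 24 (50.0%; random lists 41.2%, percentile 81.3), with peaks over 77.0% of *Sox9* and none on *Lef1* or *Shh*. All but 4 of 30 ubiquitously expressed genes were assigned a peak (86.7%; random lists 43.5%), with 93.1% of *Actb* covered. At a P below 1e-05 the shares were 50.0% for basal KC markers, 20.8% for hair follicle markers and 60.0% for ubiquitously expressed genes.
Markers of other cell types of the skin stood lower than most of the random lists. 3 of 20 fibroblast markers (15.0%; random lists 54.4%), 2 of 15 endothelial markers (13.3%; 50.0%), 1 of 23 immune cell markers (4.35%; 42.9%) and 4 of 14 melanocyte markers (28.6%; 54.0%) were assigned a peak, with percentiles among the random lists of 0.005, 0.08, 0 and 3.09; counted on the gene body, the melanocyte list fell to 2 of 14 genes and a percentile of 0.05, while the immune list rose to 5 of 23 (percentile 0.205) and the fibroblast list to 4 of 20. *Cd52* and *Ptpn6* of the immune list were covered over 89.5% and 60.1% of their bodies, and the peak on *Cd52* was assigned to another gene. The fibroblast gene *Postn* was covered over 72.3% of its body, while *Fbn1*, *Col5a2* and *Prrx1* had no peak. Genes of other organs (1 of 35), olfactory receptor genes (3 of 1093) and vomeronasal receptor genes (0 of 327) were rarely or never assigned a peak.
The RNA-seq data were not analysed here, so the overlap itself was not counted again. The assignment goes by the nearest TSS. By that rule 33413 peaks (73.3%) overlapped the body of their assigned gene, and 10280 (22.6%) lay off it and on the body of another protein-coding gene. 1860 protein-coding genes had a peak on the body and none assigned, among them *Krt5* and the proliferation gene *Mki67*, whose peaks were given to *Gm44323* and *Gm45240*; 548 were assigned a peak and had none on the body.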

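H3K36me3 was frequent on genes of energy metabolism in the KCs, while genes of the ECM and its receptors were occupied about as often as other genes of their length. Of 41 listed genes of AMPK signalling, 33 (80.5%) were assigned a peak, against a mean of 55.1% in the length-matched random lists (percentile 99.95). These lists were drawn from all protein-coding genes, and ubiquitously expressed genes reached 86.7% against such lists. A high percentile therefore does not single out a pathway. Peaks spanned 93.4% of *Scd1* and 84.7% of *Fasn*, genes of fatty acid synthesis, whereas *Ppargc1a* and *Lepr* had none. Of 39 genes of glycolysis and pyruvate metabolism, 29 (74.4%) were assigned a peak (random lists 47.6%, percentile 99.98); *Gpi1* and *Pkm* were covered over 92.5% and 80.9% of the body, and *Fbp1* and *Fbp2*, which encode enzymes of gluconeogenesis, had no peak.
Of the 66 ECM-receptor genes, 39 (59.1%) were assigned a peak, against 54.6% in the random lists (percentile 77.5). The most fully covered were *Itgb4*, the hemidesmosomal integrin subunit (93.8%), *Sdc1* (87.5%) and *Cd44* (82.2%). The longest members without a peak were *Lama2*, *Reln*, *Fras1* and *Tnr*, which encode matrix proteins, and the median gene of the list was covered over 5.04% of its body. For glucagon signalling, 29 of 45 genes (64.4%) were assigned a peak, against 53.2% in the random lists (percentile 93.4), with 90.6% of *Sik1* and 83.4% of *Ep300* covered and no peak on *Plcb1* or *Adcy2*.
The matching on length changes the reading of both lists: against random lists not matched on length, the percentile rose to 98.4 for ECM-receptor interaction and 99.5 for glucagon signalling. The shares also depend on the threshold, and at a P below 1e-05 they were 13.6% for ECM-receptor interaction, 46.3% for AMPK signalling, 38.5% for glycolysis and 44.4% for glucagon signalling. Ubiquitously expressed genes stood at 60.0% at that P. Of the 23 gene lists, 22 fell and 1 kept its share, so the fall is not particular to these lists.

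**Figure D2:**
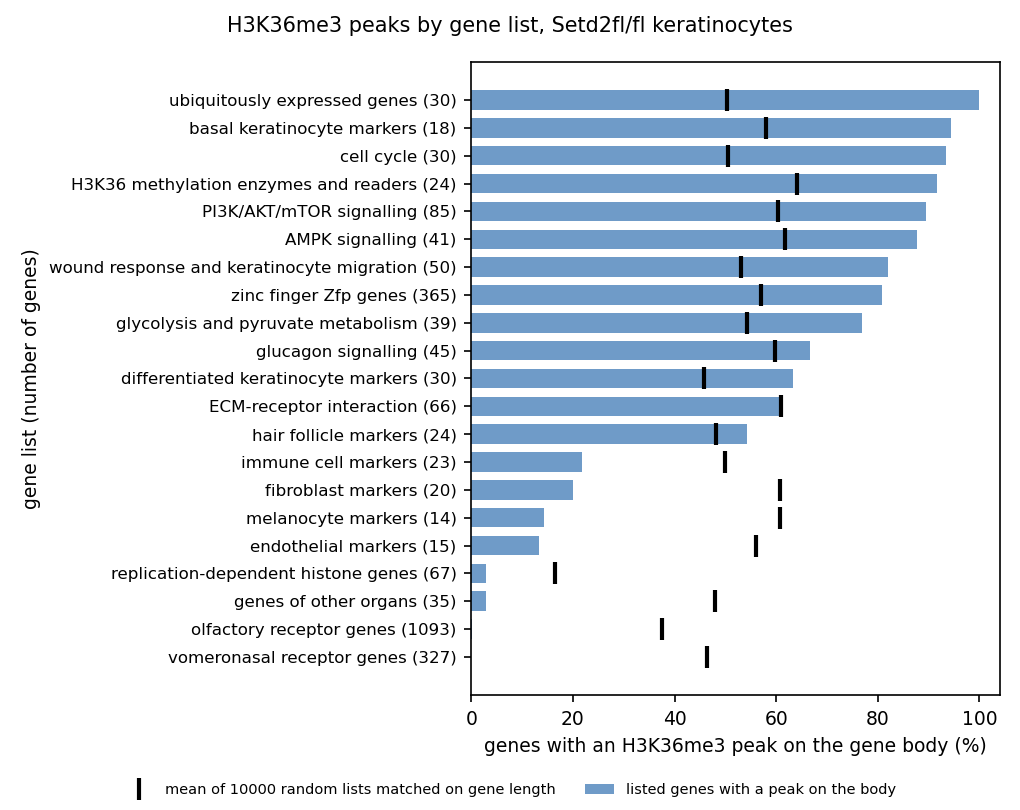
Percent of genes with an H3K36me3 peak on the gene body, per gene list, in primary KCs from *Setd2 fl/fl* mice, beside the mean of 10000 random lists of the same size and gene lengths; the number of genes stands after each list's name.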

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed that these overlapping 155 genes were functionally associated with ECM‐receptor interaction, AMPK signalling pathway and glucagon signalling pathway, among others. Furthermore, these genes were still closely related to the PI3K/AKT signalling pathway (Figure 5H). 

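Genes of PI3K/AKT/mTOR signalling were widely marked by H3K36me3 in the KCs. Of 85 listed genes of the pathway, 74 (87.1%) were assigned a peak, more than in any of the random lists, whose mean was 54.0%. The random lists were drawn from all protein-coding genes, marked or not. Ubiquitously expressed genes reached 86.7% against such lists, so the comparison does not single out the pathway. 76 genes had a peak on the body, and 36 (42.4%) were covered over at least 50% of it. Among the most fully covered were *Erbb3*, a receptor of the EGF receptor family (94.1%), *Mdm2*, which encodes the ubiquitin ligase of p53 (92.9%), and *Rela* and *Chuk* of the NF-κB pathway (87.7% and 86.4%). The longest members without a peak were *Flt1*, *Kit* and *Pdgfra*, receptors of endothelial cells, melanocytes and fibroblasts, and *Pik3r5*, a regulatory subunit of PI3K. The core of the pathway, chosen here after its values were seen, carried peaks both on activators and on inhibitors: 83.7% of *Mtor*, 74.8% of *Akt1* and 40.2% of *Pik3ca* were covered, as were 82.3% of *Tsc2* and 66.2% of *Tsc1*, which restrain mTOR; *Pik3cd* was covered over 1.91%.
Of the 6 genes measured by RT-qPCR in Figure 5E, 2 were assigned a peak (33.3%; random lists 51.3%, percentile 20.4): *Eif4ebp1* and *Fn1*, whose peak lies off the gene body. *Eif4ebp1*, which encodes a repressor of translation downstream of mTOR, had 2 peaks over 25.7% of its body, *Col5a1* and *Itga11* each had 1 narrow peak over 0.572% and 0.254% of the body that was assigned to another gene, and *Spp1* and *Lpar4* had none. The whole pathway list fell to 47.1% at a P below 1e-05 (ubiquitously expressed genes 60.0%). It fell to 63.5% with at least 2 peaks per gene (ubiquitously expressed genes 33.3%). The list was written from general knowledge of the pathway and is not the list behind Figure 5H.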

RT‐qPCR analysis demonstrated that genes related to the PI3K/AKT signalling pathway, including *Gng4*, *Thbs3* and *Lama4*, were downregulated in *Setd2^‐KO^* compared to *Setd2^fl/fl^* mice (Figure 5I). We further validated the existence of H3K36me3 binding at the gene bodies of *Gng4*, *Lama4* and *Thbs3* by ChIP‐qPCR assay (Figure 5J), and found that the intensity of H3K36me3 binding within these gene loci significantly increased in the H3K36me3 group compared to the IgG group. These results suggested that SETD2 deletion might activate the AKT/mTOR signalling pathway via the regulation of these H3K36me3‐directly occupied genes.

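H3K36me3 lay on the bodies of *Lama4* and *Thbs3* in the KCs as weak and narrow peaks, and no peak lay on the body of *Gng4*. *Lama4*, which encodes the laminin α4 chain (10:38965515-39110188 on GRCm38), carried 13 peaks of 251 to 1589 bp over 6.09% of its body, with fold enrichments from 2.62 to 3.12. *Thbs3*, which encodes thrombospondin-3 (3:89215180-89226837), carried 1 peak of 1137 bp (3:89221709-89222845) over 9.75% of the body, with a fold enrichment of 2.68; 20.6% of all peaks in the library were lower. *Mtx1*, on the opposite strand, spans the whole of *Thbs3*, so this peak lies on both genes.
*Gng4*, which encodes a γ subunit of G proteins (13:13784059-13827896), was assigned 1 peak of 4397 bp (13:13774824-13779220, fold enrichment 3.29). The peak ends 4839 bp upstream of *Gng4*. It is annotated to a 3′ UTR, and 90.5% of its bases lie inside *Lyst* (13:13590397-13778803), a gene of lysosome transport that carried 26 peaks over 55.0% of its body. None of the peaks of these 3 genes had a P below 1e-05, and only 1 of those on *Lama4* and the peak assigned to *Gng4* had a fold enrichment of at least 3. The paper's ChIP-qPCR gave a higher signal with the H3K36me3 antibody than with IgG at the bodies of all 3 genes, *Gng4* included. H3K36me3 on *Gng4* below the peak threshold stays open. From this occupancy and the lower expression after *Setd2* deletion, the paper proposes that loss of SETD2 acts on the AKT/mTOR pathway through these genes. Expression was not analysed here, and the ChIP-seq library comes from cells with intact *Setd2*, so the loss of the mark at these genes was not measured in it.

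**Figure D3:**
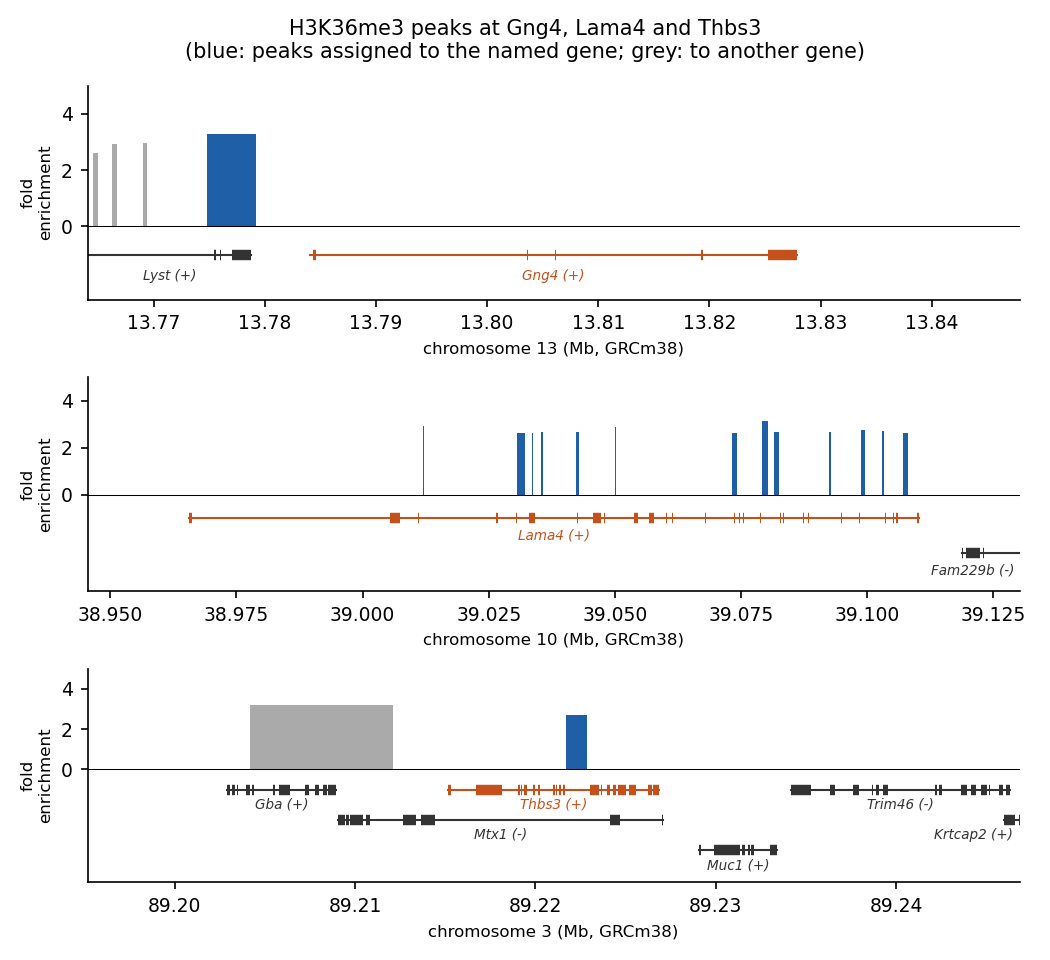
H3K36me3 peaks at *Gng4*, *Lama4* and *Thbs3* in primary KCs from *Setd2 fl/fl* mice, with 20 kb on either side. Bar height is the fold enrichment given by the authors; blue bars are peaks assigned to the named gene and grey bars peaks assigned to another gene.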

### 3.6 Activation of AKT/mTOR in the epithelial compartment accelerates wound healing

To further elucidate the causal link between SETD2 and the AKT/mTOR pathway in wound healing, we transfected HaCaT cells with sh‐*Setd2* plasmids and then treated these cells with an AKT inhibitor (MK‐2206) or an mTOR inhibitor (rapamycin). Western blotting confirmed that the protein levels of p‐AKT and p‐mTOR were decreased in *Setd2*‐knockdown HaCaT cells treated with MK2206 or rapamycin (Figure 6A). As shown by CCK8 assays, *Setd2*‐knockdown promoted cell proliferation, while the treatment with either MK‐2206 or rapamycin significantly inhibited cell proliferation. (Figure 6B,C). Next, scratch assays showed delayed wound closure after the treatment either with MK2206 or rapamycin (Figure 6D). Importantly, *Setd2^‐KO^* mice treated with rapamycin or MK2206 also demonstrated delayed wound closure compared to the vehicle‐treated group. These results indicated that the inhibition of AKT or mTOR in vivo abrogated the accelerated wound healing caused by SETD2 deletion in the epithelial compartment (Figure 6E‐G). Collectively, these results suggest that the accelerated wound healing due to SETD2 deletion is mediated by the activation of AKT/mTOR signalling.

**FIGURE 6:**
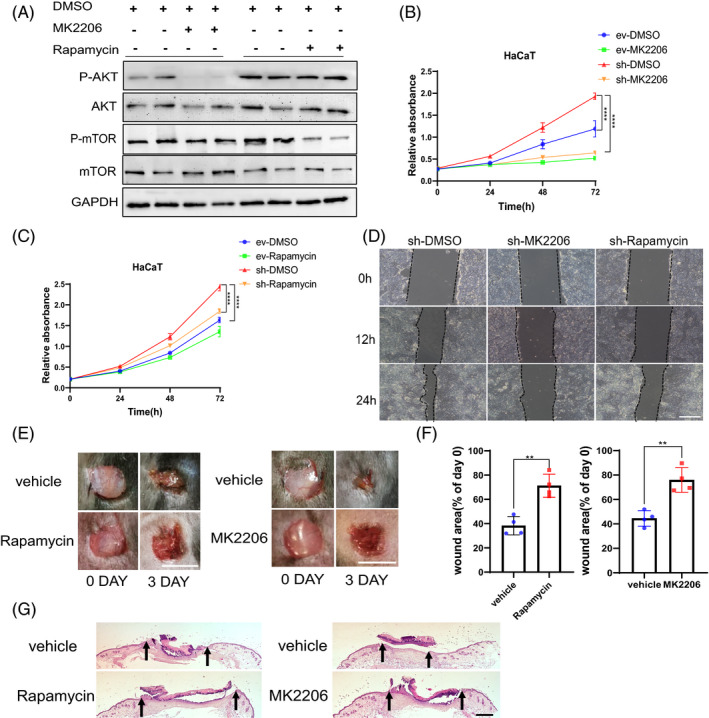
Inhibition of AKT/mTOR signalling pathway suppresses cell proliferation and migration in *Setd2*‐deficient HaCaT cells. A, Western blot analysis of p‐AKT and p‐mTOR expression in *Setd2*‐deficient HaCaT cells treated with either AKT inhibitor MK2206 or mTOR inhibitor rapamycin. B, CCK8 assay of HaCaT cells transfected either with empty vector (ev) or sh‐*Setd2* plasmids (sh) and treated with the AKT inhibitor MK‐2206 or DMSO (vehicle control). C, CCK8 assay of HaCaT cells transfected either with empty vector (ev) or sh‐*Setd2* plasmids (sh) and treated with the mTOR inhibitor rapamycin or DMSO (vehicle control). D, Confluent *Setd2*‐knockdown HaCaT cells were wounded by scraping and treated with MK2206, rapamycin or DMSO (vehicle control). Cell migration towards the wound surface was evaluated at 12 h and 24 h. Scale bars: 100 μm. E, Appearance of wound areas in *Setd2^‐KO^* mice treated either with the vehicle control or inhibitors (rapamycin or MK2206) on days 0 and 3 post‐wounding. Scale bars: 4 mm. F, Quantification of the wound areas. Results are presented as percent wound area at day 3 relative to the original wound area in *Setd2^‐KO^* mice treated with the vehicle control or inhibitors (rapamycin or MK2206); n = 4 wounds/group. The analysis was performed using ImageJ software. G, H&E staining of wound tissues of *Setd2^‐KO^* mice treated either with the vehicle control or inhibitors (rapamycin and MK2206) on day 3 after injury. The arrows indicate the boundary of the wound. Scale bars: 500 μm. Data are presented as the mean ± SD; statistical significance was determined using a two‐tailed Student's *t* test and two‐way ANOVA; **P < .01 and ****P < .0001

## 4 DISCUSSION

This study investigated the mechanistic role of SETD2 in epidermal KCs during cutaneous wound healing. We identified two novel findings: (a) the deletion of *Setd2* accelerated re‐epithelialization during wound healing *via* increased KC proliferation and migration; and (b) SETD2 deficiency activated AKT/mTOR signalling. Furthermore, the inhibition of AKT/mTOR signalling with MK2206 or rapamycin, significantly reduced KC proliferation and migration. Therefore, we showed, for the first time, that SETD2 plays an essential role in the re‐epithelialization process during cutaneous wound healing.

Histone modification is important for cutaneous wound healing; however, little is known about the role of SETD2, a key histone modifier, in skin wound healing. In this study, we showed that mice lacking *Setd2* had accelerated wound healing. Skin wound healing is a physiological (or a pathological) process in which multiple cells and signalling molecules work together. Previous studies have shown that several signalling pathways, including Wnt, Notch, TGFβ and PI3K/AKT/mTOR, are involved in skin wound healing.^38^, ^48^, ^49^, ^50^ The PI3K/AKT/mTOR signalling pathway plays an important role in numerous diseases, including cancer. This pathway controls several key cellular processes responsible for cellular homeostasis, while aberrant activation of the pathway has been observed in human cancers.^51^, ^52^ In the skin, this pathway is crucial for skin development and homeostasis.^53^ It has been well established that activation of the PI3K/AKT/mTOR pathway can promote cell migration and proliferation, and enhance cutaneous wound healing.^49^, ^54^, ^55^ Therefore, transient pharmacologic activation of the PI3K/AKT/mTOR signalling axis may represent a novel clinical intervention strategy to accelerate the healing of debilitating and life‐threatening wounds.^50^ In our study, we demonstrated that the loss of *Setd2* led to the activation of the AKT/mTOR signalling pathway during wound healing.

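Among 4 further PI3K/AKT genes, H3K36me3 covered most of *Gys1*, small parts of *Pik3r3* and *Itga7*, and none of *Fn1*. *Gys1*, which encodes muscle-type glycogen synthase (7:45434844-45456619 on GRCm38) carried peaks at 7:45439840-45446360 and 7:45448106-45456256, with fold enrichments of 3.19 and 3.51, over 67.4% of its body. *Pik3r3*, which encodes a regulatory subunit of PI3K (4:116221618-116303056), had 7 peaks over 13.7% of the body with fold enrichments from 2.56 to 3.43; 5 of them were assigned to *Mast2*, and all 7 also lie on the overlapping gene model *Gm49337*. *Itga7*, the integrin α7 gene (10:128933818-128958282), had 1 peak of 973 bp (10:128955852-128956824) near its 3′ end, over 3.98% of the body and with a fold enrichment of 2.68. *Fn1*, the fibronectin gene (1:71585520-71653200), had no peak on its body: the 610-bp peak assigned to it (1:71583204-71583813, fold enrichment 2.67) lies 1707 bp past the gene's 3′ end. *Atic*, which runs towards *Fn1* from the other side, carried 3 peaks over 81.3% of its body. It was not settled which gene the 610-bp peak follows.
Together with *Gng4*, *Lama4* and *Thbs3*, 7 of 7 genes were assigned a peak (length-matched random lists 55.6%, percentile 99.1), 5 had a peak on the body (71.4%; random lists 62.6%, percentile 66.8) and 1, *Gys1*, was covered over at least 50%. These genes were chosen by the study on the same peaks, so their occupancy is not independent evidence. At a P below 1e-05 a peak remained on 2 of them, *Gys1* and *Pik3r3*, and at a fold enrichment of at least 3 on these and *Lama4*.

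**Figure D4:**
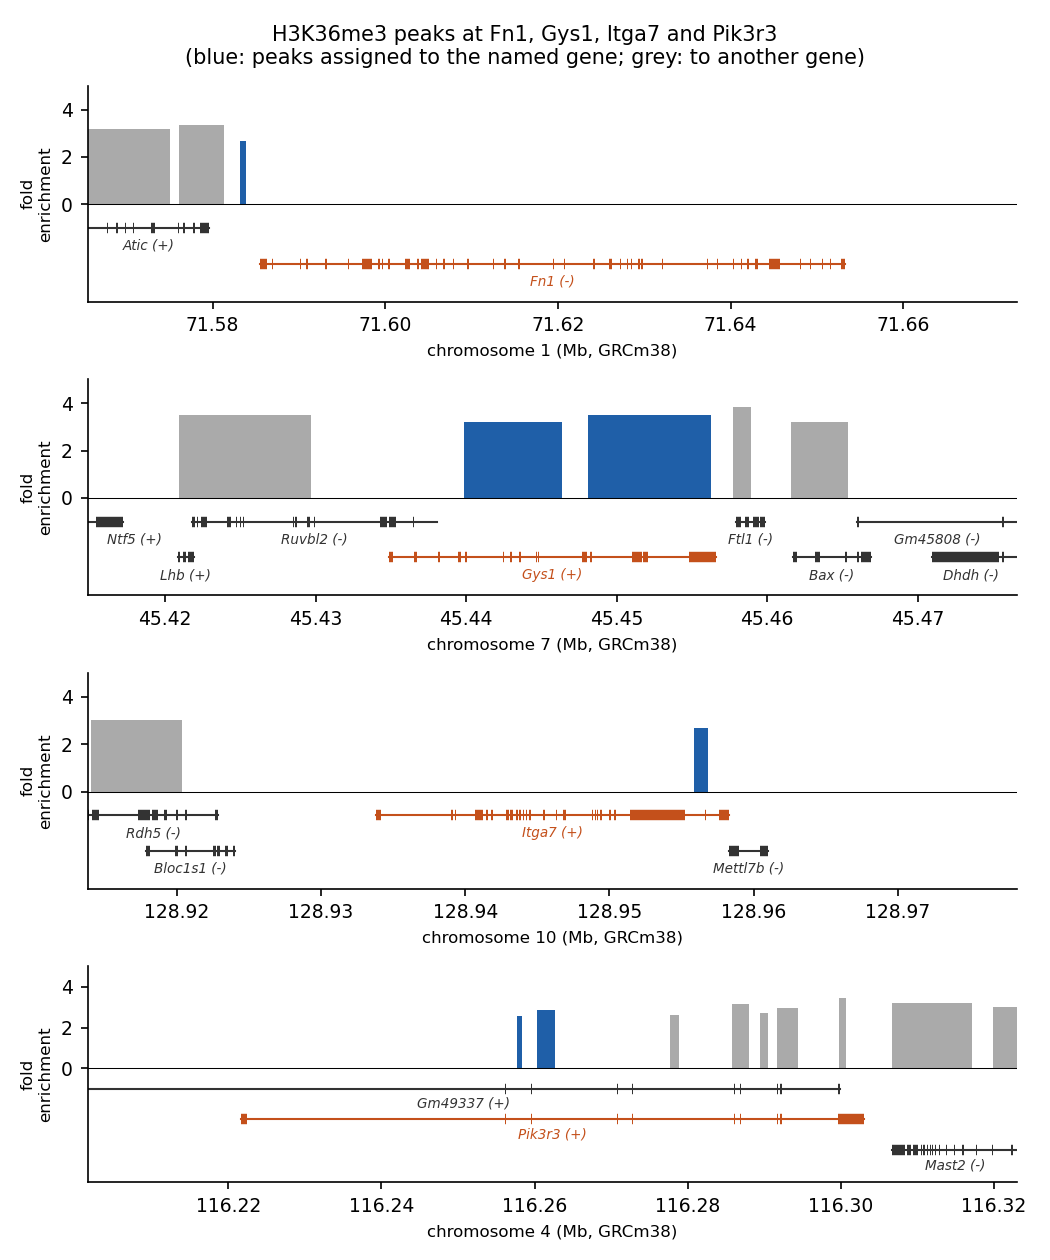
H3K36me3 peaks at *Fn1*, *Gys1*, *Itga7* and *Pik3r3* in primary KCs from *Setd2 fl/fl* mice, with 20 kb on either side. Bar height is the fold enrichment given by the authors; blue bars are peaks assigned to the named gene and grey bars peaks assigned to another gene.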

RNA‐seq and ChIP‐seq data indicated that seven misregulated genes associated with the PI3K/AKT/mTOR pathway showed direct H3K36me3 occupancies. We verified the mRNA expression levels of these genes including *Fn1*, *Gys1*, *Itga7*, *Pik3r3*, *Gng4*, *Lama4* and *Thbs3* by RT‐qPCR. ChIP‐qPCR validated the existence of H3K36me3 binding at these genes. These results suggested that SETD2 might regulate these downstream genes through H3K36me3, leading to the activation of the AKT/mTOR pathway, and the specific regulatory mechanism needs to be further elucidated.

As a tumour suppressor, SETD2 has been extensively studied in cancers of different tissues. Here, we utilized an animal model of a conditional epidermis‐specific knockout of *Setd2*. However, *Setd2^‐KO^* mice showed no tumour‐associated phenotype in their skin for the first 10 months. Therefore, the biological function of SETD2 in skin cancer could be further studied either by crossing *Setd2^‐KO^* mice with other mutant mice, or by stimulating *Setd2^‐KO^* mice with different environmental factors. In summary, our study contributes to a better understanding of the wound‐healing process and suggests that SETD2 may be considered as a therapeutic target to improve skin wound healing.

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## AUTHOR CONTRIBUTIONS

XL mainly performed the experiments, analysed the data and wrote the paper. CL and YZ contributed to the animal breeding and identification. HR, ML, LG, WF, HT and JX helped with the experiments. LL and WQG conceived the concept. LL designed the experiments, drafted and revised manuscript. All authors edited and approved the final manuscript.

## Supporting information

Table S1‐S2

## Data Availability

All data are available from the authors upon request. RNA‐Seq and ChIP‐Seq raw data were deposited in the Gene Expression Omnibus (GEO) under accession number GEO: GSE163861.

# Supplementary material for: SETD2 epidermal deficiency promotes cutaneous wound healing via activation of AKT/mTOR Signalling
**Source:** Cell Prolif. 2021 May 5;54(6):e13045. doi: 10.1111/cpr.13045
**Supplement:** Supplementary file 1 — Table S1‐S2

**Supplementary Table 1: Primers for RT-qPCR, ChIP-qPCR analysis and genotyping.**

**Primers for RT-qPCR**

| **Gene name** | **Sense 5’-3’** | **Antisense 5’-3’** |
| --- | --- | --- |
| mGapdh | AGGTCGGTGTGAACGGATTTG | TGTAGACCATGTAGTTGAGGTCA |
| mSetd2 | CATAGCTGTGAACCAAACTGTGA | TAATTCTGAGCCTGAAGGAACTA |
| mFn1 | ATGTGGACCCCTCCTGATAGT | GCCCAGTGATTTCAGCAAAGG |
| mSpp1 | AGCAAGAAACTCTTCCAAGCAA | GTGAGATTCGTCAGATTCATCCG |
| mLpar4 | AGTGCCTCCCTGTTTGTCTTC | GCCAGTGGCGATTAAAGTTGTAA |
| mCol5a1 | CTTCGCCGCTACTCCTGTTC | CCCTGAGGGCAAATTGTGAAAA |
| mItga11 | TGCCCCAATGGAAACCAATG | CACTCGTGCGACCAGAGAG |
| mEif4ebp1 | GGGGACTACAGCACCACTC | GTTCCGACACTCCATCAGAAAT |
| mGys1 | GAACGCAGTGCTTTTCGAGG | CCAGATAGTAGTTGTCACCCCAT |
| mGng4 | GGCATGTCTAATAACAGCACCA | CACTGGGATGATGAGGGGG |
| mLama4 | ATGAGCTGCAAGGAAAACTATCC | CTGTTTCGTTGGCTTCACTGA |
| mThbs3 | ATGGAGAAGCCGGAACTTTGG | AGTGAGTAAAGCTGTCCGAATCT |

**Primers for ChIP-qPCR**

| **Gene name** | **Sense 5’-3’** | **Antisense 5’-3’** |
| --- | --- | --- |
| Lama4 | GTCTGCCCCCATTACAGAT | AAACAAGAGAGTGCTCGA |
| Thbs3 | ACAGGCAAAACACCCATACAG | CCAAAAAAGGCTTCAGGACC |
| Gng4 | TCTCGCGTCCCCCAAAGGCC | AAAACCTCCCAGTAGGCCC |

**Primers for genotyping**

| **Gene name** | **Sense 5’-3’** | **Antisense 5’-3’** |
| --- | --- | --- |
| K5-Cre | TGATGGACATGTTCAGGGATCGCCA | CCGCCGCATAACCAGTGAAACA |
| Setd2 | GTAAAGTAGTATTATGCCAAGGCCC | TATTTAAACTCTCTCTGGGGGTGG |
| Tomato-red | AAGGGAGCTGCAGTGGAGTA | CCGAAAATCTGTGGGAAGTC |
| Tomato-red | GGCATTAAAGCAGCGTATCC | CTGTTCCTGTACGGCATGG |

Supplementary Table 2: Antibodies

**Antibodies used for IHC(IF) and western blotting**

| **ID** | **Clone/Catalog NO.** | **Dilution** | **Brand** |
| --- | --- | --- | --- |
| SETD2 | C332416 | 1:1000 | LSBio |
| H3K36me3 | ab9050 | 1:1000 | Abcam |
| H3 | ab10799 | 1:1000 | Abcam |
| Ki67 | ab15580 | 1:2000 | Abcam |
| Keratin 5 | ab52635 | 1:500 | Abcam |
| p-AKT | #4060 | 1:1000 | Cell Signaling Technology |
| P-mTOR | #5536 | 1:1000 | Cell Signaling Technology |
| AKT | #2920 | 1:1000 | Cell Signaling Technology |
| mTOR | #2983 | 1:1000 | Cell Signaling Technology |
| GAPDH | #5174 | 1:1000 | Cell Signaling Technology |

How the deposited data were processed for this re-analysis (not part of the article)

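H3K36me3 was measured by ChIP-seq in primary KCs from 10-week-old *Setd2 fl/fl* mice, with 1 ChIP library and 1 input library. The table of annotated peaks of the ChIP library was used; the input library, the RNA-seq data and the reads were not analysed here, and the sequencing depth is not known, so no precision from depth can be given. The authors trimmed reads with Cutadapt 1.9.1 and Trimmomatic 0.35, aligned them to GRCm38 with Bowtie2 2.2.6, called peaks with MACS 2.1.1 and annotated them with ChIPseeker, whose version is not given in the sources used here. The methods state a P-value cut-off of 0.01, and the largest q of any deposited peak lies below 0.05. Whether the input served as the control in peak calling is not given in the sources used here. Fold enrichment in the deposited table is a ratio of ChIP signal to the background estimated by the authors' peak caller, and the deposited P-values and q-values are on the −log10 scale. Peak widths, and distances from the TSS of the assigned transcript, are in bp. The table gives no summit positions, so peaks were used as intervals. Peak names are numbered to 45584, and 45575 peaks were analysed here.

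Genes were taken from GENCODE vM21 on GRCm38, the build of the peaks: 55413 genes on the autosomes, X and Y, of which 21938 are protein-coding. All 14570 assigned gene IDs were found in it, and its transcripts gave the deposited class for 99.4% of peaks when peaks were classed in the order of promoter (within 3000 bp of a TSS), 5′ UTR, 3′ UTR, exon, intron, downstream (within 3000 bp) and distal intergenic. A gene was counted as assigned a peak if the deposited annotation named it, and as having a peak on its body if at least 1 bp of a peak lay between its annotated start and end. The covered share is the percent of the gene body inside peaks. The profile along genes used 20 bins of the body and 3 bins in each flank of 1.5 kb, for protein-coding genes of at least 5000 bp. Shares carry exact binomial 95% intervals, which measure counting error only. Class shares were set beside 100 shuffles in which each peak kept its width and chromosome.

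23 gene lists were written before the data were examined, as were the measures reported beside the paper's sentences, the rule for named genes, and the alternatives apart from those said to be chosen after the data had been seen. Most tests of explanations were chosen later. They cover PI3K/AKT/mTOR signalling, ECM-receptor interaction, AMPK signalling, glucagon signalling, glycolysis and pyruvate metabolism, wound response and KC migration, cell cycle, H3K36 methylation enzymes and readers, ubiquitously expressed genes, markers of basal and differentiated KCs, hair follicle, fibroblasts, melanocytes, immune cells and endothelial cells, genes of other organs, olfactory and vomeronasal receptor genes, replication-dependent histone genes, Zfp genes, and the genes of Figure 5E and of the occupied PI3K/AKT set named in the discussion. Each list's share of genes with a peak was set beside 10000 random lists of protein-coding genes of the same size, drawn within deciles of gene length, and its percentile among them is the share of these lists below it, with ties counted at their middle. The percentiles describe this library and are not P-values. Percentiles of the lists for a peak on the gene body were added after the data had been seen. Named genes are those named in the paper's text, Figure 5 or Table S1; the 10 with the largest covered share among genes of at least 20000 bp; the 10 with the most peaks; the genes of the 10 peaks with the highest fold enrichment; and from each list up to 4 members with the largest covered share and up to 4 of the longest without a peak; a few of these are not reported here. The primer pairs of the ChIP-qPCR assay were located in the genome by exact match.

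The alternatives were a q below 0.05, a P below 1e-05, a fold enrichment of at least 3, peaks merged across gaps of up to 1000 bp, other ways of counting genes, peaks weighted by width, other genes and midpoints for the share towards the 3′ end, and random lists not matched on length. The methods were tested on simulated data. Peaks placed at random gave a mean of 49.9% of genes with more peak bases downstream of the midpoint, and 80.0% was recovered where 80.0% had been set. Random lists fell outside the central 95% of the matched lists in 5.50% of draws. Lists of long genes passed the upper bound in 2.50% of draws when matched on length and in 85.0% when not. In these list simulations the chance of a peak was set to rise with every decile of gene length. In the library, the share of genes assigned a peak was 63.0% in length decile 9 and 49.5% in decile 10. The 85.0% therefore does not measure the length bias of this library. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.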

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

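The shares of listed genes with a peak on the gene body were set as a measure before the data were examined. Their percentiles among random lists were added after the data had been seen. The paper reports no H3K36me3 result for the gene groups given next, and the share of members with a peak lay, in each, above the upper bound of 97.5 for the percentile among random lists matched on length; single members (*Krt5*, *Setd2*, *Gapdh* and *Mki67*) are named in the paper. The peaks on chromosome Y were flagged because their number was above a fixed floor of 3. No expected number of peaks on Y was used.

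On the gene body, 94.4% of basal KC markers (random lists 57.9%) and 63.3% of differentiated KC markers (45.7%) carried an H3K36me3 peak, as did 100% of ubiquitously expressed genes (50.4%). For the differentiated KC markers, the percentile was 98.0 with matching on length and 90.6 without it. Of the H3K36 methylation enzymes and readers, 91.7% had a peak (random lists 64.1%), with 91.5% of the demethylase gene *Kdm4a* and 86.7% of the methyltransferase gene *Nsd1* covered. For wound response and KC migration the share was 82.0% (random lists 53.1%), with peaks over most of the immediate early gene *Fos* (92.0% covered), the wound keratin gene *Krt17* (89.2%) and the Notch ligand gene *Jag1* (86.5%), and none on *Mmp9*, *Plaur* or *Mmp13*. Cell cycle genes carried a peak in 93.3% of cases (random lists 50.5%); the replication helicase genes *Mcm6* and *Mcm5* were covered over 89.2% and 87.3% of their bodies. Of the zinc finger Zfp genes, 80.8% had a peak, against 57.1% in the random lists. The random lists were drawn from all protein-coding genes, marked or not. Ubiquitously expressed genes reached 100% against such lists, so a high share does not single out any of these groups. Chromosome Y held 24 peaks, and its 5 protein-coding genes with a peak on the body, named here after their values were seen, were *Uty* (9 peaks), *Kdm5d* (5), and *Ddx3y*, *Eif2s3y* and *Gm47283* (3 each).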

How the results depend on the processing

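Counts of genes on protein-coding bodies, of isolated genes and of bodies covered over 50% were chosen after the data had been seen. So were the list percentiles for a peak on the gene body. A q below 0.05 removed no peak and tests nothing. Merging peaks left 45173 peaks; the number of genes stayed within 1.5 times its value with a fold enrichment of at least 3 (10108), without distal intergenic peaks (14272) and with 1 bp of a peak on the transcript (10649), as it did for protein-coding genes with a body peak (11268) or assigned a peak (9956). A P below 1e-05 left 5845 peaks on 4887 genes, and a fold enrichment of at least 3 left 18218 peaks. Genes fell to 7172 when at least 50% of a peak had to lie inside the transcript, and to 8511 with at least 2 peaks. These counts fell because fewer peaks or genes pass by construction. The promoter share was 69.4% at that P, 54.6% at that fold enrichment, 64.9% weighted by width and 0.847% (peaks upstream only) from gene bodies alone; UTRs, exons and introns together held 30.1%, 44.2%, 34.4% and 96.3% (peaks inside gene bodies). Distal intergenic peaks made up 0.428%, 0.790% and 0.530% in the first 3 of these. The share of genes with more peak bases downstream of the midpoint was 84.7% at that P, 83.5% for genes of at least 20000 bp and 72.6% from peak midpoints; it was 86.0% at that fold enrichment, and 86.5% both with no length limit and for isolated genes. Among the genes the paper names as occupied, 2 had a body peak at that P, 3 at that fold enrichment and 1 with at least 50% covered; among all 16 genes of Figure 5, Table S1 and the text, these numbers were 5, 7 and 4. List shares at that P were 47.1% for PI3K/AKT/mTOR, 13.6% for ECM-receptor, 38.5% for glycolysis, 46.3% for AMPK and 44.4% for glucagon; ECM-receptor stood at 45.5% at that fold enrichment. With at least 2 peaks the shares were 63.5% for PI3K/AKT/mTOR, 43.6% for glycolysis, 51.2% for AMPK and 42.2% for glucagon. Without matching on length, the percentile of ECM-receptor rose to 98.4 and that of glucagon to 99.5, above the upper bound of 97.5. At that P, at that fold enrichment and with at least 2 peaks, list shares can only stay or fall, since fewer peaks or genes pass. The counts of named genes with a body peak can likewise only stay or fall at that P and at that fold enrichment. Apart from these and the counts of peaks and genes, the cause was not tested. For the 18 other lists, 72 of 108 shares stayed inside their counting interval and 36 moved; of 36 percentiles, 34 kept their side of the bounds, 1 no longer passed and 1 newly passed. Of 64 peak counts on single named genes, 39 stayed and 25 moved. The 108 shares and the 64 counts include the values at a q below 0.05, which could not move. The depth is not known, so a gene without a peak can carry the mark below the limit of detection, and no replicate measures how far the threshold would move it. No paired analysis was possible because there is 1 ChIP library.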

Differences from the paper's values

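The count of genes with a peak on the body among the paper's occupied genes was set before the data were examined, and no other test is reported in this part. The numbers of peaks and of genes were within 1.5 times of the paper's.

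The paper states that PI3K/AKT genes including *Gng4* and *Fn1* are directly occupied by H3K36me3. By the authors' annotation 7 of 7 genes were assigned a peak, which is the setting under which all of them are called. On the gene body, 5 of 7 had a peak: *Gys1* (67.4% covered), *Pik3r3* (13.7%), *Thbs3* (9.75%), *Lama4* (6.09%) and *Itga7* (3.98%) did, and *Gng4* and *Fn1* did not. The paper places H3K36me3 binding on the gene body of *Gng4* by ChIP-qPCR, whereas the library has no peak between the start and end of this gene; for *Lama4* and *Thbs3* it has peaks on the body, as the paper states.

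The methods give a cut-off on the P-value for peak calling. Every peak analysed also has a q below 0.05, and the highest P corresponds to a −log10 P of 2.76.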

Other observations

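The tests of the *Gng4* peak, of lower signal on the X chromosome, of chance peaks, fibroblasts and endothelial cells at *Lama4*, *Thbs3* and *Itga7*, and the count of Zfp genes among the strongest peaks were chosen after the results had been seen.

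Of 19 H3K36me3 peaks with a fold enrichment of at least 5, 5 (26.3%) lay on the body of a gene whose name is Zfp and a number alone, against 737 (1.62%) of all peaks. These were *Zfp36*, whose protein acts on mRNA, *Zfp386* (5.46), *Zfp58* (5.29), *Zfp110* (5.21) and *Zfp68* (5.15); *Zfp36l2* (6.78), whose name holds more than that, is not counted among them. Peaks covered 100% of *Zfp869* and 98.3% of *Zfp750*, a regulator of KC differentiation, while *Zfp423*, *Zfp521* and *Zfp536* had none. Replication-dependent histone genes, whose transcripts lack a poly(A) tail, were assigned a peak in 3 of 67 cases (4.48%; random lists of the same lengths 16.7%, percentile 0.09), with 33.8% of *Hist2h3c1* covered.

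The primer pairs of the ChIP-qPCR assay each match 1 place on GRCm38. The 105-bp product of *Lama4* (10:39011937-39012041) lies inside its 251-bp peak and the 119-bp product of *Thbs3* (3:89221753-89221871) inside its 1137-bp peak. The 97-bp product of *Gng4* (13:13807645-13807741) lies in the gene body, 28425 bp from the nearest peak.

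*Gng4* and *Fn1* were assigned peaks that lie off their bodies, and 548 protein-coding genes (5.50% of those assigned a peak) share this pattern. For *Gng4*, 90.5% of the bases of the peak lie in *Lyst*, which is consistent with H3K36me3 of *Lyst* credited to the gene with the nearest TSS. Of the 548 genes, 440 (80.3%) had an assigned peak on the body of another protein-coding gene, which does not decide whether these peaks belong to the other gene, since 84.5% of all 12162 peaks off their assigned gene lie on another such body. The peak assigned to *Fn1* lies on no gene body. Both *Fn1*, whose 3′ end is 1707 bp away, and *Atic* run towards it. *Atic* ends at 1:71579631, its last peak ends at 1:71581278, and its 3 peaks cover 81.3% of its body. It was not settled which of these genes the peak follows. No biological explanation was tested, and H3K36me3 on *Gng4* or *Fn1* below the peak threshold stays open.

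The X chromosome carried less H3K36me3 than any autosome: 1.13% of its bases lay in peaks (autosomes 5.39 to 11.4%), and 261 of 948 protein-coding genes (27.5%) had a peak on the body (autosomes 43.6 to 60.7%). Fewer marked genes alone would leave the marked ones covered as elsewhere, but the median X-linked gene with a peak was covered over 17.4%, below all random autosomal lists of the same lengths (33.4 to 56.6%). Their median highest fold enrichment was 2.97, against 3.27 to 3.46 in such lists, so a lower signal on X, as 1 copy instead of a pair would give, may contribute. The sex of the mice is not stated in the paper; the 24 peaks on chromosome Y, on *Uty* and *Kdm5d* among other genes, are consistent with male cells in the sample, in a share that is not known. Weaker use of X-linked genes and poorer alignment of reads on X were not tested.

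*Lama4*, *Thbs3* and *Itga7* carried weak and narrow peaks. The study chose these genes for having a peak. Beyond 1 peak per gene, *Lama4* held 12 more. The density on 1453 genes of other organs and olfactory and vomeronasal receptors (3 peaks) gave 0.0325. That argues against chance peaks at *Lama4* at the rate of these silent genes, most of them receptors (1093 olfactory, 327 vomeronasal). The rate on other kinds of silent genes was not measured, and peaks were counted as independent. *Thbs3* and *Itga7* held 0 more, so chance peaks at *Thbs3* and *Itga7* stay open. Fibroblasts among the cells would bring their own marked genes. Yet 2 of 20 fibroblast markers (*Postn* and *Fbln1*) were covered at least as much as *Itga7*, and *Col1a1*, *Col1a2* and *Col3a1* had no peak. For endothelial cells the number was 0 of 15 markers, with *Pecam1* covered over 0.275%. These counts argue against a large share of either cell type. A small share could leave most markers below the peak threshold, so it stays open. Low use of these genes in KCs themselves stays open too, as the design holds 1 condition and no biological explanation was tested.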
